A study of Homo sapiens with 65 samples.

How the data were processed

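The series holds 65 RNA-seq libraries of left-ventricular cardioids, which are self-organising heart-like aggregates differentiated from human pluripotent stem cells of the line WTC-11. Per the labels, 8 cardioids were pooled for each library, and libraries were made with a 3′ mRNA kit (QuantSeq FWD) and sequenced as single-end reads on a NovaSeq. The kit reads the 3′ end of polyadenylated transcripts, so each gene is represented by reads near its end and not along its length. The 65 libraries fall into 16 groups in 2 arms. The genotype arm (41 libraries) compared wild-type lines (WT) with clones labelled HAS2 knockout (KO) at days 1.5, 2.5, 4.5 and 7.5. The enzyme arm (24 libraries) compared untreated cardioids with cardioids given hyaluronidase from day 1.5 (HAse1.5) or from day 2.5 (HAse2.5), collected at days 2.5, 4.5 and 7.5.

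The deposited table gives whole-number read counts per Ensembl gene for each library. The header names the columns by library number, day, condition and line, and the name of the table gives featureCounts as the counting tool. Neither the labels nor the header state the aligner, the genome build, the strand setting, the handling of reads that match several genes, or any use of molecular identifiers. Counts of overlapping genes, of genes on opposite strands and of near-identical copies are therefore uncertain. All 58735 gene IDs of the table occur in GENCODE 29, from which gene positions on GRCh38 were taken, and 58207 matched a current gene symbol. The table has 4 further columns that belong to no listed sample, and these were not used here.

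Samples were grouped from their titles. WT libraries came from 4 line names (WT, WT_TU, cl43_WT_UT and TNT2) and KO libraries from 4 clone names (cl4, cl14, cl46 and cl51), with repeats of some lines marked R1 to R3. Library numbers ran in 3 blocks of the genotype arm, called runs A, B and C here: A holds the R1 libraries of WT, WT_TU and cl4, B their R2 libraries, and C all others. At day 7.5 the WT libraries came from runs A and B, and the KO libraries from runs B and C. In the enzyme arm the replicate numbers 1, 2 and 3 stand for 3 lines (TNNI1, WT and TNNT2), so a number marks the same line in every group. Residual correlations were checked for pairing: in the enzyme arm 14 of 21 pairs of libraries of the same line and day had r above 0.1 (lowest −0.219), and in the genotype arm 11 of 13 pairs with the same R number and day did (lowest −0.0955).

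Total counts per library ranged from 831062 to 3574843 (median 1570954). A gene with 3 counts or fewer in every library of a group was treated as at the floor, and a fold against such a group is given as a lower bound computed from 3 counts. Counts of 115 pairs of replicates differed by 2.07 to 71.8 times counting error (chi-square per degree of freedom), so replicate spread and not counting error set the precision. Reads amplified by PCR without molecular identifiers are not independent molecules, so the floors cover counting error only.

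Differential expression was computed from the counts with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr (minimum count 10), libraries were scaled with TMM factors, and a quasi-likelihood model with robust dispersion was fitted with 1 mean per group over all libraries of an arm. Each comparison was a two-sided quasi-likelihood F-test, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Whether the KO effect changed over the days was tested by an F-test on the differences between the KO effect at each later day and that at day 1.5. The KO and HAse1.5 effects were compared in a single fit of all 65 libraries, as the difference between the effects at each day, and as the correlation of their log2 fold changes across genes. Genes are not independent replicates, so no p-value is given for these correlations. CPM values were computed as counts divided by the library total and scaled to a common total, and log2 CPM values with a prior count of 2.

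Tests of 11 gene lists (221 genes) used camera in limma 3.58.1 on voom values with an inter-gene correlation of 0.01, for the 9 comparisons of KO with WT and of enzyme with untreated. The Benjamini-Hochberg method was applied over these 99 tests. For each library a list score was computed as the mean log2 CPM of the list's tested genes, and scores of groups were compared by two-sided exact permutation tests. With 3 libraries against 3 such an exact permutation test cannot go below p = 0.1, and with 6 against 6 not below 0.00216. Unless permuted within runs, these tests take libraries as independent. In the genotype arm several libraries came from the same line or clone, and the runs held unequal numbers of the genotypes. The p-values there can therefore be too small. The comparisons, the tests, the 11 lists, the alternatives and the rule for naming genes were chosen before the data were examined, except where a choice is said to have been made afterwards.

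HAS2 is reported in every library. In each comparison, named genes are the 3 with the highest and the 3 with the lowest log2 fold change (2 and 2 for steps between days in WT) among genes with an adjusted p under 0.05, an absolute log2 fold change of at least 1, an average log2 CPM of at least 2, an official symbol, and no overlap between the groups' libraries. Genes of the 11 lists past the threshold are also named with their direction. This rule named 58 genes, of which 41 overlap another annotated gene and 19 overlap one on the same strand.

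The alternatives tried were RLE size factors in place of TMM, no filter on low counts, a replicate block for run (genotype arm), line (enzyme arm) or the replicate name shared across days (steps between days in WT), libraries of the same line and day summed, DESeq2 1.42.0 in place of edgeR, a fit of only the libraries compared, genes with an average log2 CPM of at least 5 for the correlations, and fry or an estimated inter-gene correlation for the lists. Each library of the compared groups was also left out in turn. An alternative in which a gene was filtered out gave no value for it, and what is said of all alternatives of a gene covers those with a value. A fit of run C alone, and leaving out libraries for the list tests and for the tests of differences between effects, were added after the data had been seen. Other splits of the same libraries into groups of the same sizes were counted for each comparison, up to 100 splits. Shuffles within runs and lines, up to 40, were added later for the differences between effects with a block. The method was tested on simulated counts drawn from the libraries' own means and sizes, with 200 genes changed by the same large fold, up or down. These were picked among genes with a mean of at least 10 counts in the control group. The raised ones had a median estimated log2 fold change of 1.97 (genotype arm) and 1.93 (enzyme arm). In the genotype arm (13505 genes) 90.5% of the changed genes were recovered with 10 false calls. In the enzyme arm (12440 genes) 81.0% were recovered with 8 false calls. Libraries were simulated without effects of run, line or clone, so false calls from such effects, and the recovery of smaller changes, are not covered.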

Results

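Gene expression was measured by 3′ RNA-seq in 65 libraries of left-ventricular cardioids of the induced pluripotent stem cell line WTC-11. Hyaluronan is a sugar polymer of the extracellular matrix. HAS2 encodes a hyaluronan synthase, and hyaluronidase is an enzyme that digests the polymer. The genotype arm held 5 WT and 6 KO libraries at day 1.5, 6 and 6 at day 2.5, 6 and 6 at day 4.5, and 3 and 3 at day 7.5. The enzyme arm held 3 libraries in each of 8 groups: untreated and HAse1.5 at day 2.5, and untreated, HAse1.5 and HAse2.5 at days 4.5 and 7.5. Total counts ranged from 831062 (KO cl4_R1 at day 2.5) to 3574843 (WT_R1 at day 1.5), with a median of 1570954. Group medians ranged from 1347971 in untreated day 7.5 libraries to 1997768 in WT day 2.5 libraries.

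HAS2 (ENSG00000170961, chromosome 8, 121612116 to 121641390 on GRCh38) was read first, because it is the gene named in the KO labels. At day 1.5 it had 197 ± 91.6 CPM in WT (SD, n = 5) and 165.0 ± 71.0 CPM in libraries labelled KO (SD, n = 6). At day 2.5 the values were 657 ± 192 CPM in WT and 582 ± 174 CPM in KO (SD, n = 6 each). At day 4.5 they were 339 ± 133 CPM and 351 ± 74.5 CPM (SD, n = 6 each), and at day 7.5 271 ± 88.5 CPM and 315 ± 56.3 CPM (SD, n = 3 each). The log2 fold changes of KO against WT were −0.26, −0.23, −0.01 and 0.18, with 95% intervals from −0.83 to 0.32, −0.78 to 0.32, −0.56 to 0.54 and −0.60 to 0.96. None passed the threshold (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.937, 0.77, 0.992 and 1). The sign at day 4.5 changed under RLE size factors (0.0072), and without WT_R1 the sign at day 7.5 did (−0.02). The day 2.5 difference passed the threshold in 1 of its 19 alternatives, the fit of run C alone (edgeR adjusted p 0.00188), while with run as a block it did not (0.79). Within runs B and C every KO library at day 2.5 lay below every WT library (B: 442 CPM against 792 and 869, C: 479 to 628 CPM against 698 and 734), but in run A the KO library lay above (913 CPM against 370 and 482). That library is cl4_R1, which had the fewest counts of all 65 libraries (831062), so the exception at day 2.5 rests on 1 unusual KO library and 2 low WT libraries. In run A the KO library also lay above both WT libraries at day 4.5 (327.6 CPM against 149.6 and 210.5), with 1969113 counts. At day 1.5 it lay between them (93.9 CPM against 86.98 and 122.2). Low counts therefore do not account for every such reversal in run A. Both WT libraries of run A lay below every other WT library, at day 2.5 (others 697.5 to 868.9 CPM) and at day 4.5 (359.5 to 481.7 CPM). At day 4.5 the KO library of run A lay within the range of the other KO libraries (286 to 485.5 CPM). The counts do not check the label, since an edit of the coding sequence can leave the 3′ end transcribed. The directions below follow the labels.

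In the enzyme arm HAS2 had 916 ± 137 CPM in untreated and 1030 ± 634 CPM in HAse1.5 libraries at day 2.5 (SD, n = 3 each). HAse1.5 replicate 2 held 1762 CPM, and without it the log2 fold change went from 0.15 to −0.52. At day 4.5 HAS2 had 396 ± 64.2 CPM in untreated, 822 ± 97.2 CPM in HAse1.5 and 633 ± 166 CPM in HAse2.5 libraries (SD, n = 3 each). At day 7.5 the values were 286 ± 46.5, 465 ± 53.0 and 444 ± 39.9 CPM (SD, n = 3 each). The day 4.5 difference of HAse1.5 from untreated (log2 fold change 0.97, SE 0.29) did not pass the threshold (edgeR quasi-likelihood, adjusted p 0.0639), though all 3 HAse1.5 libraries lay above all 3 untreated ones, a separation with a chance of 10% in 3 against 3. HAS2 was higher than in the untreated library of the same line in 3 of 3 lines, and with line as a block the difference passed the threshold (adjusted p 0.0464). It also passed under DESeq2 (0.0318), in a fit of only these libraries (0.012) and without the filter on low counts (3.49e-05), which makes 4 of 11 alternatives, with a highest adjusted p of 0.239.

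**Figure D1:**
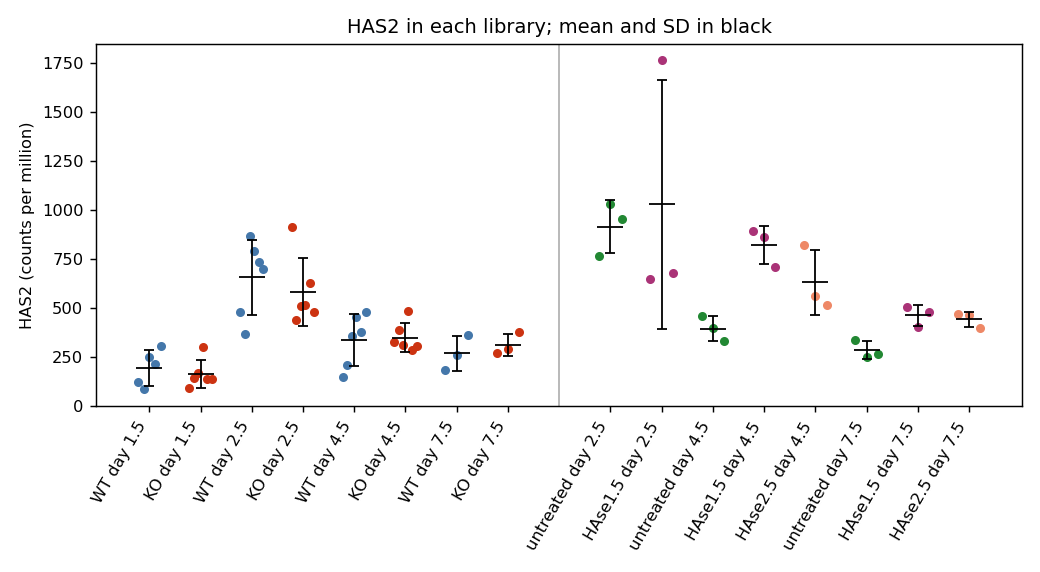
HAS2 in CPM for each of the 65 libraries (points), by group and day, with the group mean and SD in black. WT and KO libraries overlapped at each of the 4 days, while at day 4.5 the HAse1.5 libraries (711 to 893 CPM) lay above the untreated ones (331 to 459 CPM).

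The steps between days in WT show the course of differentiation that the other comparisons are set against. Of 13797 genes tested, 4153 differed between days 1.5 and 2.5 (2071 higher and 2082 lower at day 2.5), 4756 between days 2.5 and 4.5 (2562 higher and 2194 lower), and 372 between days 4.5 and 7.5 (173 higher and 199 lower). The count that moved most among these was that of the last step, which was 752 with the replicate name shared across days as a block, and 138 without WT_TU_R2, 174 without WT_R2 and 200 without WT_R1 at day 7.5. CRB2 (ENSG00000148204, chromosome 9, 123356170 to 123380324) rose from at most 3 counts at day 1.5 to 177 ± 57.5 CPM at day 2.5 (SD, n = 6), at least 139-fold (edgeR quasi-likelihood, adjusted p 4.51e-18). CER1 (ENSG00000147869, chromosome 9, 14719724 to 14722717) fell from a log2 CPM of 10.42 ± 1.93 (SD, n = 5) to 1.05 ± 0.84 (SD, n = 6), a log2 fold change of −10.93 ± 0.85 (SE, edgeR adjusted p 6.14e-13). CFC1 rose at least 106-fold and DKK4 fell at least 118-fold over the same step. CFC1 has the near-identical copy CFC1B, and CRB2 overlaps DENND1A on the other strand, so both counts are uncertain.

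Between days 2.5 and 4.5 in WT, MYH6 (ENSG00000197616, chromosome 14, 23381990 to 23408277) rose from a log2 CPM of 1.75 ± 1.16 to 12.77 ± 0.37 (SD, n = 6 each), a log2 fold change of 11.14 ± 0.55 (SE, edgeR quasi-likelihood, adjusted p 1.11e-18). VCAM1 rose at least 101-fold, L1CAM fell at least 20.4-fold and ZFP42 fell at least 23.2-fold. L1CAM overlaps another coding gene on its strand. HAS2 rose from day 1.5 to day 2.5 (log2 fold change 1.56, edgeR adjusted p 6.24e-05) and fell by day 4.5 (−0.92, edgeR adjusted p 0.00668), and both changes passed the threshold in every alternative fit. Between days 4.5 and 7.5 AFP rose at least 15.8-fold, SORCS3 rose (log2 fold change 4.34), FAM83F fell at least 1.86-fold and CBLN2 at least 4.41-fold. The fall of CBLN2 was not past the threshold without WT_R1, WT_R2 or WT_TU_R2 at day 7.5, nor in a fit of only these libraries (edgeR adjusted p 0.00133 to 0.0871 over its alternatives).

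The comparison of KO with WT addressed the effect of losing HAS2. At day 1.5, when cells are reseeded into aggregates per the labels, 0 of 13797 genes passed the threshold, while 591 genes (4.28%) had an unadjusted p under 0.05 (edgeR quasi-likelihood). No alternative gave a gene past the threshold at this day. At day 2.5 the count was 137, with 68 higher and 69 lower in KO, and all libraries of the groups were apart for 249 genes (1.80%, where chance gives 0.216%). The alternative that moved it most was the fit of run C alone (4 KO and 2 WT libraries, chosen after the data were seen), with 535 genes, of which 109 were shared with the 137. With run as a block it was 292 (135 shared). Without WT_R1 the count was 66, without cl43_WT_UT 84, and without cl14_R1 86.

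TRPC6 (ENSG00000137672, chromosome 11, 101451564 to 101872562) had the highest log2 fold change at day 2.5, 3.84 ± 0.64 (SE, edgeR quasi-likelihood, adjusted p 0.0011), with a log2 CPM of 4.51 ± 0.35 in KO and 1.22 ± 0.78 in WT (SD, n = 6 each). CBLN2 (ENSG00000141668, chromosome 18, 72536680 to 72638521) had the lowest, −3.91 ± 0.75 (SE, edgeR adjusted p 0.00496), with 0.78 ± 0.76 in KO and 3.66 ± 1.21 in WT (SD, n = 6 each). MESP2 (log2 fold change 3.36) and CER1 (3.65) were also higher, and SPSB4 (−2.10) and CLDN11 (at least 2.74-fold) lower. In the alternatives that gave a value for them (17 for CLDN11, 18 for CBLN2 and CER1, 19 for the others) all of these kept their direction and passed the threshold, except CER1, which did not without WT_R1 or without the filter on low counts (edgeR adjusted p 0.000603 to 0.0698). CLDN11 overlaps a second coding gene on its strand.

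At day 4.5, 516 genes differed between KO and WT, 157 higher and 359 lower in KO, and 310 genes had groups apart (2.25%, where chance gives 0.216%). The count was 829 with run as a block, 212 in a fit of only these libraries and 125 in run C alone, and 497, 188 and 85 of these were among the 516. It was 899 without cl43_WT_UT, 241 without WT_R1 or without cl51_R1, 266 without cl46_R1, 277 without WT_TU_R1, 314 without cl4_R3 and 327 without cl14_R1. ANKRD1 (ENSG00000148677, chromosome 10, 90912096 to 90921276) fell by 5.20 ± 0.52 on the log2 scale (SE, edgeR quasi-likelihood, adjusted p 1.03e-08), from a log2 CPM of 9.02 ± 0.60 in WT to 3.85 ± 0.80 in KO (SD, n = 6 each). NPPB (ENSG00000120937, chromosome 1, 11857464 to 11858931) had 13.7 ± 13.0 CPM in WT (SD, n = 6) and at most 1 count in a KO library, at least 7.55-fold lower (edgeR adjusted p 0.0016). TDGF1 was at least 3.29-fold lower, KCNAB1 at least 2.20-fold higher and AP1M2 at least 2.34-fold higher. These 5 genes passed the threshold in all their alternatives. TDGF1 overlaps coding genes on both strands. SHISA2 (log2 fold change 2.97, edgeR adjusted p 0.0405) did so in only 8 of 19 alternatives (adjusted p 0.000159 to 0.144). Its call was lost in 8 of 12 fits that left out 1 library.

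At day 7.5, with 3 libraries per group, 48 genes differed, 8 higher and 40 lower in KO. Groups were apart for 2310 genes (16.7%, where chance gives 10%). The count was 193 in a fit of only these 6 libraries, of which 39 were shared, and 27 without cl14_R1. KIF2C (ENSG00000142945, chromosome 1, 44739818 to 44767767) fell by 3.20 ± 0.40 on the log2 scale (SE, edgeR quasi-likelihood, adjusted p 6.08e-06), from a log2 CPM of 3.88 ± 0.16 to 1.25 ± 0.49 (SD, n = 3 each). ASS1 was at least 4.34-fold lower, and both passed the threshold in all their alternatives. CDC25C was at least 3.84-fold lower, but not past the threshold without cl4_R3 or cl14_R1 (edgeR adjusted p 0.00439 to 0.0536). CDC25C overlaps FAM53C on the other strand. The higher genes IGSF1 (at least 3.09-fold), MAL2 (at least 4.23-fold) and CA2 (at least 2.90-fold) lost the threshold in 4, 5 and 3 of the 6 fits that left out 1 library, with highest adjusted p values of 0.324, 0.213 and 0.177 (edgeR). The WT libraries of this day came from runs A and B and the KO libraries from runs B and C, so only run B held both, with 1 KO and 2 WT libraries. With run as a block 115 genes differed, 47 of them among the 48.

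A test of the difference itself showed that the KO effect changed over the days for 93 genes (edgeR quasi-likelihood, smallest adjusted p 4.94e-07). The effect was largest at day 1.5 for 3 of them, at day 2.5 for 18, at day 4.5 for 36 and at day 7.5 for 36. The alternative that moved the count most was a block for run (416 genes, including all 93).

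The enzyme arm addressed the effect of digesting hyaluronan and of when digestion began. At day 2.5, 146 of 12748 genes differed between HAse1.5 and untreated libraries, 32 higher and 114 lower. Groups were apart for 1680 genes (13.2%, where chance gives 10%). The count was 290 without the filter on low counts (140 shared) and 228 with line as a block (146 shared). It was 61 without HAse1.5 replicate 1, 225 without HAse1.5 replicate 2, 75 without HAse1.5 replicate 3, 94 without untreated replicate 2 and 77 without untreated replicate 3. MESP2 (ENSG00000188095, chromosome 15, 89760591 to 89778754) had the highest log2 fold change, 4.30 ± 0.66 (SE, edgeR quasi-likelihood, adjusted p 0.00147), with a log2 CPM of 5.90 ± 0.59 against 2.05 ± 0.63 in untreated libraries (SD, n = 3 each). FYB2 (ENSG00000187889, chromosome 1, 56718804 to 56819696) had 54.2 ± 12.3 CPM in untreated libraries (SD, n = 3) and at most 1 count in a HAse1.5 library, at least 25.7-fold lower (edgeR adjusted p 3.17e-05). CHRNA3 was higher (log2 fold change 3.67) and SEMA3C at least 9.67-fold lower, and these 4 genes passed the threshold in all their alternatives. CHRNA3 overlaps CHRNA5. FGD5 (at least 6.09-fold higher) and THBS1 (at least 2.58-fold lower) lost it in 3 and 5 of the 6 fits without 1 library, with adjusted p up to 0.177 and 0.163 (edgeR). THBS1 overlaps FSIP1 on the other strand.

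At day 4.5, 443 genes differed between HAse1.5 and untreated libraries (136 higher, 307 lower), and 28 between HAse2.5 and untreated libraries (9 higher, 19 lower). Groups were apart for 2585 and 2081 genes (20.3% and 16.3%, where chance gives 10%). Both sets were compared with the same 3 untreated libraries. With line as a block 585 and 55 genes passed (442 and 28 shared). Of the 28 genes 24 were among the 443, with the same direction in all 24. Under HAse1.5 the count was 199 without HAse1.5 replicate 1, 208 without HAse1.5 replicate 3 and 204 without untreated replicate 1. Under HAse2.5 it was 0 without HAse2.5 replicate 2 or without replicate 3, 10 without replicate 1, 18 without untreated replicate 1 or 2 and 11 without untreated replicate 3, and it was 201 in a fit of only these libraries (26 shared). MYL3 (ENSG00000160808, chromosome 3, 46857872 to 46882169) had a log2 CPM of 2.36 ± 0.67 under HAse1.5 and 8.87 ± 1.39 in untreated libraries (SD, n = 3 each), a log2 fold change of −7.32 ± 1.06 (SE, edgeR quasi-likelihood, adjusted p 0.000688, range over alternatives 4.15e-12 to 0.0538). It was not past the threshold in a fit of only these libraries, and it overlaps PTH1R on the other strand. A2M was at least 8.77-fold lower under HAse1.5 and passed the threshold in all its alternatives.

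The other genes named at day 4.5 were less stable. Under HAse1.5, IL1RL1 (at least 3.19-fold higher), CHRNB4 (at least 2.13-fold higher), RPH3A (log2 fold change 4.84) and NPPB (at least 7.10-fold lower) lost the threshold in 2, 5, 4 and 5 of the 6 fits that left out 1 library. Under HAse2.5, LUCAT1 (log2 fold change 2.34), COL8A1 (2.33) and PPFIA2 (2.03) were higher, and MYOZ2 (at least 4.34-fold), POPDC2 (−3.52) and DMD (−3.36) lower. These lost the threshold in 5, 6, 6, 5, 4 and 2 of 6 such fits, with the adjusted p up to 0.205 in edgeR (COL8A1). LUCAT1 lies antisense to ADGRV1, PPFIA2 overlaps ACSS3 on the other strand, and IL1RL1 and POPDC2 overlap coding genes on their own strand.

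The direct comparison of the start days gave 46 genes at day 4.5, 11 higher and 35 lower in HAse1.5 than in HAse2.5. Without HAse1.5 replicate 1, 2 or 3 the count was 3, 291 or 2, and without HAse2.5 replicate 1, 2 or 3 it was 9, 12 or 26. With line as a block it was 96, under DESeq2 167, and without the filter on low counts 296 (45 shared). MYL3 (log2 fold change −5.56), A2M (at least 2.04-fold) and PPP1R14C (at least 9.46-fold) were lower and DMD (2.60), CCBE1 (2.48) and GPC3 (2.23) higher in HAse1.5, and each lost the threshold in 3 to 5 of the 6 fits without 1 library. At day 7.5 only GPC3 (ENSG00000147257, chromosome X, 133535745 to 133985895) passed the threshold, while 719 genes had an unadjusted p under 0.05. GPC3 was higher in HAse1.5, with a log2 CPM of 6.68 ± 0.26 against 3.50 ± 0.43 (SD, n = 3 each) and a log2 fold change of 3.31 ± 0.43 (SE, edgeR quasi-likelihood, adjusted p 0.000515). It passed the threshold in all 11 alternatives, with the adjusted p at most 0.0175 (edgeR). The count was 13 with line as a block, 39 under DESeq2, 80 without the filter on low counts and 4 without HAse1.5 replicate 2.

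At day 7.5, 425 genes differed between HAse1.5 and untreated libraries (180 higher, 245 lower), and 84 between HAse2.5 and untreated libraries (44 higher, 40 lower). Groups were apart for 2118 and 2148 genes (16.6% and 16.8%, where chance gives 10%). With line as a block 564 and 132 genes passed (423 and 84 shared). The comparisons shared the untreated libraries, and 65 genes were called in both, all in the same direction. Under HAse1.5 the count was 145 without HAse1.5 replicate 1, 252 without HAse1.5 replicate 2, and 192, 675 and 239 without untreated replicates 1, 2 and 3. Under HAse2.5 it was 26, 13 and 3 without HAse2.5 replicates 1, 2 and 3, and 27, 377 and 18 without untreated replicates 1, 2 and 3. In a fit of only the libraries compared 173 genes passed under HAse1.5 (156 shared) and 7 under HAse2.5 (6 shared). B3GAT2 (ENSG00000112309, chromosome 6, 70856679 to 70957038) had 42.6 ± 30.6 CPM under HAse1.5 (SD, n = 3) and at most 2 counts in an untreated library, at least 18.7-fold higher (edgeR quasi-likelihood, adjusted p 0.00047). SYTL5 (at least 9.71-fold) and AFP (at least 16.7-fold) were lower under HAse1.5. These 3 genes passed the threshold in all their alternatives, B3GAT2 overlaps SMAP1 on the other strand, and SYTL5 overlaps a coding gene on its strand. NPPA (at least 119-fold lower), HPSE2 (at least 4.42-fold higher) and ATP8B4 (at least 2.62-fold higher) lost it in 5, 5 and 3 of the 6 fits without 1 library. NPPA overlaps CLCN6 and ATP8B4 overlaps SLC27A2 on the other strand.

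Under HAse2.5 at day 7.5, APOB (ENSG00000084674, chromosome 2, 21001429 to 21044073) had 93.4 ± 106 CPM in untreated libraries (SD, n = 3) and at most 3 counts in a HAse2.5 library, at least 46.3-fold lower (edgeR quasi-likelihood, adjusted p 0.0106). AFP (at least 18.5-fold) and FGB (at least 11.2-fold) were also lower, and DNAH2 (at least 4.07-fold), SLC35F1 (log2 fold change 3.31) and SMOC1 (2.95) higher. Each of these 6 genes lost the threshold in at least 3 of the 6 fits that left out 1 library, with the adjusted p up to 0.0807 for APOB and 0.237 for DNAH2 (edgeR).

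Of 99 tests of the 11 gene lists, 34 passed the threshold (camera, Benjamini-Hochberg). Camera used a preset correlation between genes, and fewer lists passed under fry (15, of which 14 were among the 34) or under a correlation estimated for each list (9, all among the 34). The 9 were cardiac progenitor genes in KO and in HAse1.5 at day 2.5, primitive streak genes in HAse1.5 at day 2.5, contractile genes in KO and in HAse1.5 at day 4.5, basement membrane genes in HAse1.5 at days 4.5 and 7.5, and endoderm and proliferation genes in KO at day 7.5. Under fry these 9 held, as did primitive streak genes in KO at day 2.5 and in HAse1.5 at day 4.5, endoderm genes in KO at day 4.5, endothelial genes in HAse2.5 at day 4.5 and contractile genes in HAse1.5 at day 7.5. Fry added basement membrane genes in KO at day 4.5 (adjusted p 0.00214, against 0.0782 by camera). Other splits of the libraries gave a median of 14 camera calls and at most 26. With run (genotype arm) or line (enzyme arm) as a block 36 lists passed, of which 30 were among the 34. The block added, in KO, contractile genes at day 1.5 (higher, adjusted p 0.0262), endoderm genes at day 2.5 (higher, 0.031), basement membrane genes at days 2.5 and 4.5 (lower, 0.0373 and 0.02) and proliferation genes at day 4.5 (lower, 0.0123), and in HAse2.5 endoderm genes at day 4.5 (lower, 0.0134). It removed contractile genes at days 2.5 and 7.5 (0.103 and 0.124) and epicardial genes at day 7.5 (0.107) in KO, and endothelial genes in HAse1.5 at day 2.5 (0.0544). Without a block no list passed in KO at day 1.5. The lists of hyaluronan genes and of pluripotency genes passed in none of the 9 comparisons, with or without the block, and among the former CEMIP2 was lower in KO at day 2.5.

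Cardiac progenitor genes were lower at day 2.5 in both arms. In KO the median log2 fold change of 19 genes was −0.69, with 16 lower (camera, adjusted p 5.68e-09). TBX5 and TMEM88 passed over all genes tested, and 11 passed when adjusted over the list alone. The list score differed by −0.73, with all 6 KO libraries below all 6 WT libraries (two-sided exact permutation p 0.00216, the smallest possible). That p takes libraries as independent, though the 6 of each genotype came from 4 lines. Within runs A, B and C the score differed by −0.85, −0.44 and −0.73. In HAse1.5 the median was −0.91 (−0.90 with the gene at the floor at its bound), with 17 of 19 lower (camera, adjusted p 4.42e-10). TBX5, PDGFRA, GATA6 and TMEM88 passed over all genes and 7 when adjusted over the list alone. All 3 libraries lay below all 3 untreated ones (two-sided exact permutation p 0.1, the smallest possible). Primitive streak and mesoderm genes were higher at day 2.5. In KO the median of 15 genes was 0.11 (0.06 with genes at their bounds, camera, adjusted p 0.0209). MESP1, MESP2 and MIXL1 passed over all genes, and 6 passed when adjusted over the list alone. Without TNT2 the list's adjusted p was 0.0506 (camera), and within runs A, B and C the score differed by 0.02, 0.32 and 0.70. In HAse1.5 the median of 11 genes was 1.47 (camera, adjusted p 3.92e-08), where MESP2 passed over all genes and 6 when adjusted over the list alone. At day 4.5 it was 1.31 in HAse1.5 (0.75 with genes at their bounds, camera, adjusted p 0.0252), where LHX1 was higher. Hypoxia and glycolysis genes were higher at day 2.5 in KO (median 0.63, camera, adjusted p 0.000495) and in HAse1.5 (0.37, camera, adjusted p 0.0334, and 0.447 without HAse1.5 replicate 1). Neither of these held under fry.

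Contractile genes of cardiomyocytes were lower at day 4.5. In KO the median of 27 genes was −1.15, with 26 lower (camera, adjusted p 2.52e-21). There, ACTN2, SMPX, MYH7, MYOM1, CKM, MYL7, TNNC1, NPPB, CSRP3, MYBPC3, ACTC1, MYL3, NPPA and PLN were lower and past the threshold over all genes, and 19 passed when adjusted over the list alone. The list score differed by −1.47 (two-sided exact permutation p 0.00649, with libraries taken as independent). Of the KO libraries 4 of 6 lay below all WT libraries. Within runs A, B and C the score differed by −0.71, −0.97 and −1.41. In HAse1.5 the median was −3.06 (−2.88 with genes at their bounds), with 27 of 27 lower (camera, adjusted p 4.08e-39). Past the threshold were 19 over all genes and 26 when adjusted over the list alone. All 3 libraries lay below all 3 untreated ones (two-sided exact permutation p 0.1, the smallest possible). The KO and HAse1.5 effects on the list differed at day 4.5 (camera on the difference, adjusted p 9.1e-18, and 0.00656 by fry). In HAse2.5 at day 4.5 the median was −0.88 (camera, adjusted p 8.95e-11). At day 7.5 it was −1.47 in HAse1.5 (camera, adjusted p 2.89e-23), where 10 genes passed over all genes and 21 when adjusted over the list alone, and −0.81 in HAse2.5 (camera, adjusted p 4.94e-08), with MYH7 lower in both. In KO at day 7.5 it was −0.25 (camera, adjusted p 0.0317, and 0.0969 without WT_R1). With run as a block its direction changed. Within run B, the only run with both genotypes at day 7.5, the score was still lower in KO (−0.22, 1 KO and 2 WT libraries). At day 2.5 the list was lower in KO (−0.44, or −0.49 with genes at their bounds, camera, adjusted p 0.0175) and in HAse1.5 (−1.12, or −1.17, camera, adjusted p 0.000244). Neither day 2.5 call held under fry.

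**Figure D2:**
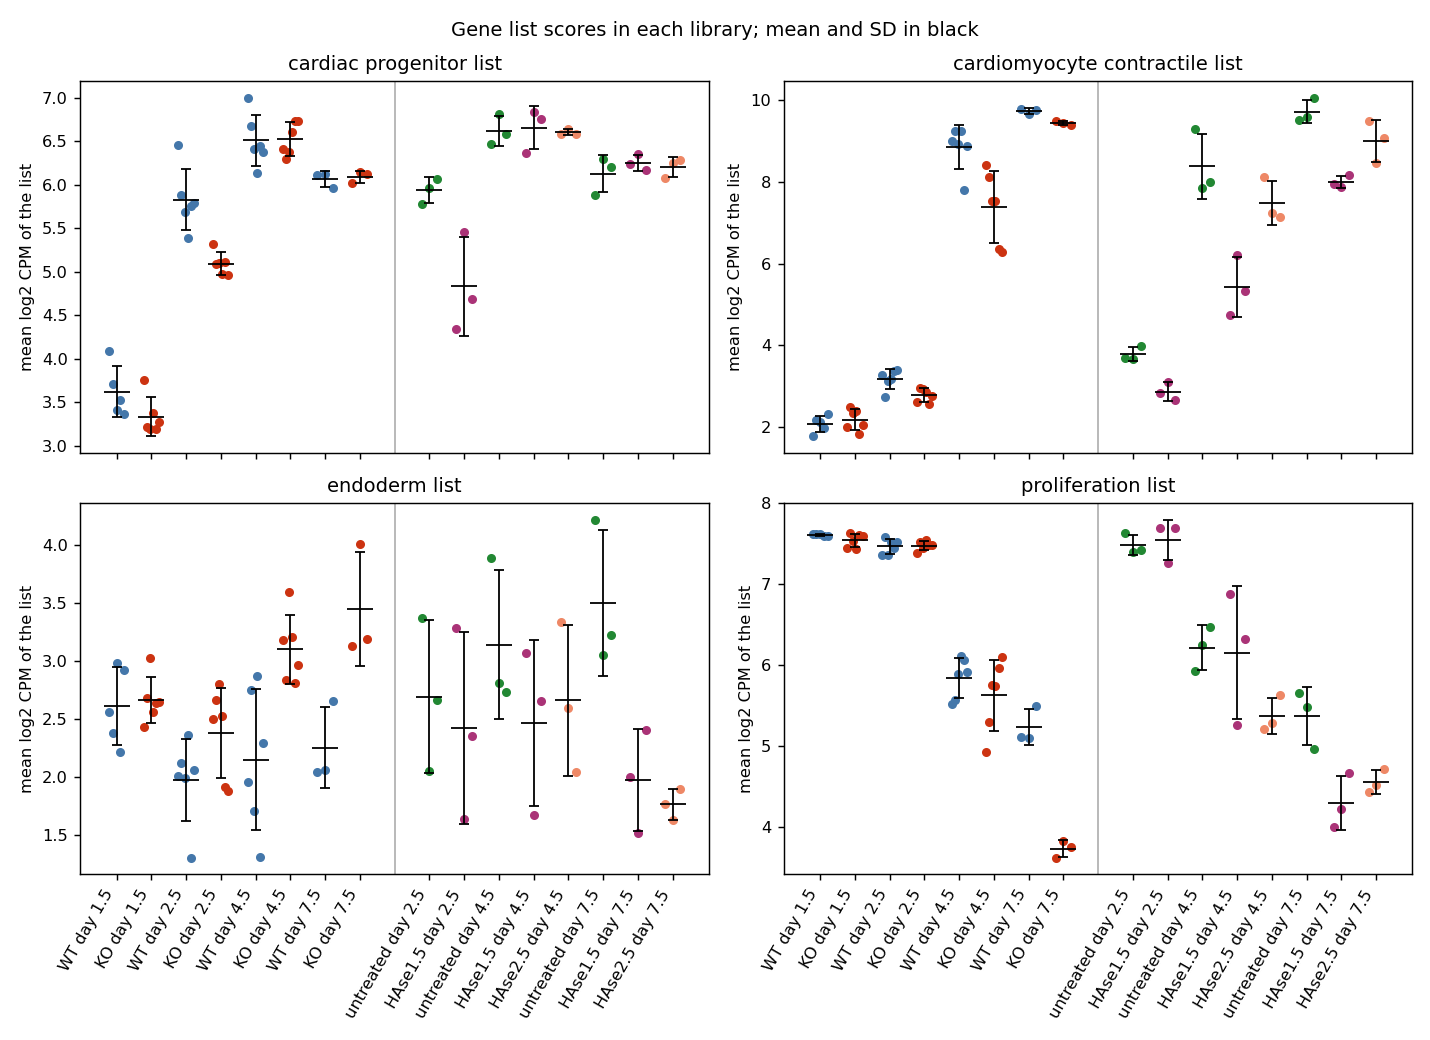
Mean log2 CPM of the genes of 4 lists (cardiac progenitor, contractile, endoderm and proliferation) in each library (points), by group and day, with the group mean and SD in black. Contractile scores at day 4.5 were lower in KO and HAse1.5 libraries than in their controls, except for WT cl43_WT_UT (7.80), which lay among the KO libraries.

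Proliferation genes were lower in KO at day 7.5, with a median log2 fold change of −1.53 and 20 of 20 genes lower (camera, adjusted p 8.01e-25). BIRC5, CCNA2, CCNB2, CDK1, UBE2C and AURKB passed over all genes and 16 when adjusted over the list alone. All 3 KO libraries lay below all 3 WT libraries (two-sided exact permutation p 0.1, the smallest possible), and within run B, the only run with both, the score differed by −1.67 (1 KO and 2 WT libraries). The list was also lower in HAse2.5 at day 4.5 (median −0.95, camera, adjusted p 6.5e-13), in HAse1.5 at day 7.5 (−1.26, 1.1e-08) and in HAse2.5 at day 7.5 (−1.17, 1.2e-07), none of which held under fry. Endoderm genes moved apart between the arms. In KO their median was 1.11 at day 4.5 (0.89 with genes at their bounds, camera, adjusted p 0.00364), with CDH1, EPCAM and FOXA3 higher. It was 2.03 at day 7.5 (1.79 with genes at their bounds, camera, adjusted p 2.43e-08), where 0 genes passed over all genes and 4 when adjusted over the list alone. The score differed within runs A, B and C by 0.83, 0.54 and 1.34 at day 4.5, and within run B by 0.78 at day 7.5. At day 7.5 the list was lower in HAse1.5 (median −2.28, or −0.54 with the 4 genes at the floor at their bounds, camera, adjusted p 0.00724) and in HAse2.5 (−1.84, or −0.74 with 5 such genes, camera, adjusted p 0.00234), with AFP and APOB lower in both. Neither enzyme call held under fry. The KO and HAse1.5 effects on this list differed at day 7.5 (camera on the difference, adjusted p 6.18e-12, and 0.000103 by fry).

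Basement membrane and adhesion genes were lower under HAse1.5 at day 4.5 (median −0.85, 15 of 19 lower, camera, adjusted p 1.02e-07), with LAMA1, SPARC, COL4A1, COL4A2, CDH2 and COL18A1 lower and 9 genes past the threshold when adjusted over the list alone. They were lower at day 7.5 (−0.59, 15 of 19 lower, camera, adjusted p 4.82e-05), with LAMB1, COL4A1, COL4A2, HSPG2, CDH2 and COL18A1 lower and FN1 higher, and again 9 when adjusted over the list alone. Under HAse2.5 the list was lower at day 4.5 (−0.51, camera, adjusted p 0.012) and at day 7.5 (−0.23, camera, adjusted p 0.0336, and 0.129 without untreated replicate 2). In KO the list was lower as well, though not past the threshold by camera without a block (adjusted p 0.201 at day 2.5 and 0.0782 at day 4.5). Its score differed by −0.15 at day 2.5 and −0.254 at day 4.5. All 6 KO libraries lay below all 6 WT libraries at both days (two-sided exact permutation p 0.00216 each, the smallest possible). These p-values take libraries as independent, though the 6 of each genotype came from 4 lines. Within runs A, B and C the differences were −0.29, −0.151 and −0.127 at day 2.5 and −0.315, −0.244 and −0.31 at day 4.5. The KO effect on the list was weaker than the HAse1.5 effect at day 4.5 (camera on the difference, adjusted p 0.000539, and 7.14e-05 by fry). It was also weaker at day 7.5 (camera on the difference, adjusted p 0.00729, and 0.00656 by fry). Epicardial and mesenchymal genes passed lower in HAse1.5 at day 4.5 (−0.94, or −0.76 with genes at their bounds, camera, adjusted p 0.00761, and 0.075 without untreated replicate 3), with WT1, ACTA2, TAGLN and COL5A1 lower and PRRX1 higher. They passed higher in KO at day 7.5 (0.55, camera, adjusted p 0.0407, and 0.203 without WT_R1). Endothelial genes passed higher in HAse1.5 at day 2.5 (0.85, or 0.52 with genes at their bounds, camera, adjusted p 0.0327, and 0.0901 without untreated replicate 1) and in HAse2.5 at day 4.5 (0.76, camera, adjusted p 6.97e-05). Hypoxia and glycolysis genes passed lower in HAse1.5 at day 4.5 (−0.31, camera, adjusted p 0.0267, and 0.419 without untreated replicate 1) and at day 7.5 (−0.50, camera, adjusted p 0.00418, and 0.134 without HAse1.5 replicate 3). They passed higher in HAse2.5 at day 4.5 (0.29, camera, adjusted p 0.0318, and 0.503 without HAse2.5 replicate 1).

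Whether the labelled KO and the early enzyme gave similar changes was examined in a fit of all 65 libraries, in which the arms shared no control library. Across 14047 genes, which are not independent replicates, the log2 fold changes of KO and HAse1.5 correlated with Pearson r 0.247 (Spearman rho 0.183) at day 2.5, 0.325 (0.297) at day 4.5 and 0.142 (0.0907) at day 7.5. Among genes with an average log2 CPM of at least 5 the r was 0.366, 0.517 and 0.286, and without the filter on low counts 0.0875, 0.105 and 0.0401. Without untreated replicate 2 the day 7.5 value was 0.0592, and without HAse1.5 replicate 3 it was 0.0823. At day 2.5, 153 genes were called in KO and 142 in HAse1.5, and 39 in both, where 1.55 would be shared by chance. All 39 had the same direction. At day 4.5, 605 and 396 genes were called, with 151 in both (17.1 by chance), of which 147 had the same direction. At day 7.5, 45 and 363 were called, with 17 in both (1.16 by chance), all in the same direction.

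A test of the difference between the KO and HAse1.5 effects gave 13 genes at day 2.5, 38 at day 4.5 and 13 at day 7.5 (edgeR quasi-likelihood, smallest adjusted p 0.00411, 2.34e-05 and 0.00149). The HAse1.5 effect was the larger in 12, 37 and 12 of these, and the effects had the same direction in 4, 17 and 1, shares that are lowered by choosing genes for a difference. Apart from fits without 1 library, these counts moved most without the filter on low counts, to 42, 156 and 142 genes, and with run or line as a block they were 38, 111 and 54. The counts rested on single enzyme libraries: without HAse1.5 replicates 1, 2 and 3 they were 2, 22 and 0 at day 2.5, and 2, 78 and 3 at day 4.5. At day 7.5 the count was 35 without untreated replicate 2 and 3 without KO cl4_R3. Shuffling the labels within day and arm gave as many genes in 8, 12 and 18 of 100 draws, the real labels included, and 7, 11 and 12 of these kept the enzyme labels whole or mirrored them.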

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

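The tests of other splits of the libraries, except those with a block, were chosen before the data were examined, and every other test in this part was chosen only after the result it examines was seen. The label shuffles for the KO effect over days and for the differences between effects were drawn several times, with different numbers of draws. Only the last set is given.

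Library cl4_R1 of KO at day 2.5 lay far from its 5 group mates in 3 measures. It had 831062 counts (the next lowest had 1567514), 15161 genes detected (17639) and 3.89% of its counts in its 10 most abundant genes (5.32%). Library size alone does not account for the few genes, because its group mates thinned to the same number of counts had at least 16166 genes. A shared fault of run A is argued against for the low share of the top genes, because the other day 2.5 libraries of that run had at least 6.11%. GC content is argued against too, since the deviation of its genes from its group mates had a Spearman rho of −0.0187 with GC content over genes. A lower RNA input or a loss of transcripts in this library, and a difference of this cardioid pool, were not tested and stay open. Leaving the library out did not move the count of genes at day 2.5 by more than 1.5 times.

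A further 7 libraries lay far from their group mates. HAS2 was high in KO cl14_R1 at day 1.5 (301 CPM, next highest 169). Cardiac progenitor genes were high in KO cl4_R1 at day 1.5 (list score 3.76, next highest 3.37). Contractile genes were low in WT cl43_WT_UT at day 4.5 (7.80, next lowest 8.89). Endoderm genes were low in WT cl43_WT_UT at day 2.5 (1.30, next lowest 1.99). Epicardial genes were high in WT TNT2 at day 1.5 (4.19, next highest 4.07), and basement membrane genes in WT TNT2 at day 4.5 (6.93, next highest 6.70). Hypoxia genes were low in KO cl4_R2 at day 2.5 (5.68, next lowest 5.99). The screen covered 16 measures in 6 groups, WT and KO at days 1.5, 2.5 and 4.5. Groups of 3 libraries, which are the whole enzyme arm and day 7.5, were not screened. There, HAse1.5 replicate 2 at day 2.5 differed from its group mates by 11.9 and 13.7 times counting error, against 3.07 between those mates. In the 96 examined sets of values chance alone gives 4.8 such values. The screen found 10 in 8 libraries, of which 3 were the measures of cl4_R1 at day 2.5. The other 7 values were not told apart from chance, because the measures of a library depend on each other and no test of the excess was run. Differences between lines and between runs stay open for them, since cl43_WT_UT and TNT2 are lines found in run C only. Without cl43_WT_UT 899 genes differed between KO and WT at day 4.5, against 516 with it, and which property of this library was responsible was not tested.

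The effect of KO differed between days for 93 genes. In 2 of 100 ways of shuffling KO and WT labels within days, the real one included, as many genes passed the threshold, and the highest other count was 157. With run as a block 416 genes passed. This argues against a difference between runs that is shared by the days as the whole source. A run difference that changes with the day stays open, because the block is shared by all days. Log2 CPM of WT_R1 and WT_R2 correlated with r 0.8884, 0.8853 and 0.9398 at days 1.5, 4.5 and 7.5. For cl4_R1 and cl4_R2 the r was 0.8726 at day 1.5 and 0.954 at day 4.5. Few counts per gene are argued against, because 72.0% of the genes lay above the median expression of the genes tested. At day 7.5 the genotypes are unevenly spread over the runs, so for the 36 genes whose effect was largest on that day run and genotype are only partly separated. A change of the effect during differentiation remains a hypothesis.

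The effects of KO and of HAse1.5 differed for 13 genes at day 2.5, 38 at day 4.5 and 13 at day 7.5. Shuffling labels within day and arm gave as many genes in 8 of 100, 12 of 100 and 18 of 100 draws, the real one included, with highest other counts of 87, 810 and 188. Most of these draws, 7, 11 and 12, kept the enzyme labels of the day whole or mirrored them, so that the HAse1.5 effect itself entered the difference, while among draws that mixed the enzyme labels 1 of 92, 1 of 88 and 6 of 87 gave as many. With run or line as a block the counts were 38, 111 and 54, and shuffles within runs and lines gave as many in 8 of 40, 8 of 40 and 7 of 24 draws, of which 8, 8 and 6 kept or mirrored the enzyme labels. The shuffles show that the counts depend on the enzyme effect, but they cannot tell whether the KO effect differs from it. At day 4.5, 111 genes passed with runs or lines as a block. This argues against a difference between runs or lines, shared by the days, as the whole source. A difference between them on that day alone stays open. A weaker KO effect in the same direction stays open: 44.7% of the 38 genes had the same direction in both arms, but the genes were chosen for a difference, which favours opposite directions, so this share decides nothing. The KO arm compared separate clones and the enzyme arm the same lines with and without enzyme, so a difference between clones stays open and was not tested.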

How the results depend on the processing

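The fits of run C alone, and those leaving out libraries for the list tests and for the differences between effects, were chosen only after the results were seen. RLE size factors kept every count and correlation within 1.5 times or 1 SD, and the list count at 34. Named genes with their HAS2 values kept direction and side of the threshold in 75 of 81 results under RLE size factors (4 weaker), 77 of 81 without the filter (3 weaker, 1 stronger), 80 of 81 with a block (1 stronger), 19 of 22 with lines summed (3 weaker), 74 of 80 under DESeq2 (3 weaker, 1 stronger), 44 of 56 with only the compared libraries (10 weaker, 1 stronger), 8 of 10 in run C (1 weaker, 1 stronger), and 491 of 645 leaving out 1 library (142 weaker).

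Among the named genes, directions reversed only for HAS2, where its log2 fold changes were near 0. Among the lists past the threshold, only the contractile list in KO at day 7.5 reversed, with run as a block (adjusted p 0.124). In KO at day 4.5 HAS2 gave 0.007197 under RLE, 0.00706 under DESeq2 and 0.01351 with only the compared libraries, and −0.155 to 0.115 leaving out 1 library. For HAS2, leaving out 1 library gave −0.02115 (without WT_R1) to 0.437 in KO at day 7.5, −0.52 (without HAse1.5 replicate 2) to 0.406 for HAse1.5 at day 2.5, and −0.06985 to 0.109 for HAse1.5 against HAse2.5 at day 7.5, which also gave −0.009931 under RLE and −0.009941 under DESeq2. The cause was not tested for these or for the changes that follow, except where the number of genes or libraries is named.

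Without the filter on low counts, more genes were tested, and counts fell to 254 (KO day 4.5) and 222 (WT day 7.5). In the enzyme arm they rose to 290 (HAse1.5 day 2.5), 165 (HAse2.5 day 4.5), 713 and 354 (HAse1.5 and HAse2.5 day 7.5), 296 and 80 (start days, days 4.5 and 7.5), and to 42, 156 and 142 for the differences between effects. The correlations fell to 0.0875, 0.1046 and 0.0401, and rose to 0.3658, 0.5166 and 0.2862 with genes of an average log2 CPM of at least 5.

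With the replicate block, counts rose to 292, 829 and 115 (KO days 2.5, 4.5 and 7.5), 416 (KO effect over days), 752 (WT day 7.5), 228 (HAse1.5 day 2.5), 55 and 132 (HAse2.5 days 4.5 and 7.5), 96 and 13 (start days), and 38, 111 and 54 (differences between effects). With DESeq2 they rose to 232 and 782 (KO days 2.5 and 4.5), 250 (KO effect over days, likelihood ratio test), 241 and 646 (HAse1.5 days 2.5 and 7.5), 90 and 199 (HAse2.5 days 4.5 and 7.5), 167 and 39 (start days), and 25 and 68 (differences between effects, days 2.5 and 4.5).

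With libraries of a line summed, hence fewer samples, counts fell to 286 (KO day 4.5), 41 (KO effect over days) and 4 (difference at day 7.5). With only the compared libraries, hence fewer samples for the dispersion, they fell to 212 (KO day 4.5), 90 and 173 (HAse1.5 days 2.5 and 7.5), 7 (HAse2.5 day 7.5), 26 (start days, day 4.5), 2736 and 192 (WT days 2.5 and 7.5), but rose to 193 (KO day 7.5) and 201 (HAse2.5 day 4.5). In run C alone KO gave 535 at day 2.5 and 125 at day 4.5. Under fry 15 lists passed, and under an estimated correlation 9.

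Leaving out each library in turn gave ranges of 66 to 146, 241 to 899 and 27 to 40 genes for KO at days 2.5, 4.5 and 7.5, and 138 to 382 for WT day 7.5. The ranges were 61 to 225, 199 to 487 and 145 to 675 for HAse1.5 at days 2.5, 4.5 and 7.5, 0 to 18 and 3 to 377 for HAse2.5 at days 4.5 and 7.5, and 2 to 291 and 1 to 4 for the start days. Fits without a library have fewer samples, but rises, such as those without HAse1.5 replicate 2 or untreated replicate 2, are not explained by that. Differences between effects ranged from 0 to 22, 2 to 78 and 3 to 35, and correlations from 0.1939 to 0.2831, 0.2338 to 0.3414 and 0.0592 to 0.1884. The KO effect over days ranged from 71 to 137 and the lists from 32 to 38, within 1.5 times. Counts of the first WT steps were 3718 to 4093 and 4443 to 4606, and KO at day 1.5 stayed at 0 (591 genes had an unadjusted p under 0.05).

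The depth, with a lowest total of 831062 counts, limits folds of genes at the floor of 3 counts to lower bounds. Changes of genes under 10 counts were largely not tested.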

Other observations

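The tests of other splits were chosen before the data were examined, and every other test in this part was chosen only after the result it examines was seen.

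Other splits of the same libraries were counted for each comparison, up to 100 each, the real split included. For KO against WT at day 1.5, 100 of 100 splits gave at least the 0 genes of the real one, which a count of 0 makes certain. Among them 14 gave a gene, and the highest, 2788 genes, set 5 of the 6 libraries of run C and cl4_R2 apart from the libraries of run A, WT_R2 and cl4_R3. As many genes as the real split came from 1 of 100 splits at day 2.5, 2 of 100 at day 4.5 and 1 of 10 at day 7.5. The other split at day 4.5 gave 1144 genes and set the libraries of runs A and B against those of run C, so the run, or the lines and clones that differ between the runs, is a source of variation as large as the genotype. With run as a block 829 genes differed by genotype. In WT, as many genes came from 1 of 100, 1 of 100 and 2 of 84 splits for the steps to days 2.5, 4.5 and 7.5, and the other split of the last step gave 1135 genes and set the libraries of run A apart from the rest. The share was 1 of 10 for HAse1.5 at days 2.5 and 4.5, for HAse2.5 at days 4.5 and 7.5, and for the start days at days 4.5 and 7.5, and 10 splits cannot give a share under 0.1. For HAse1.5 at day 7.5 it was 2 of 10, where the other split gave 1349 genes. That split parted the treated and untreated library of 1 line only, and among the 4 splits that part all 3 pairs only the real one gave as many. The correlations of KO and HAse1.5 effects were reached by 3 of 100, 1 of 100 and 2 of 10 splits at days 2.5, 4.5 and 7.5. As many list calls came from 1 of 100 splits, but the other splits gave a median of 14 calls and up to 26, so single camera calls at modest adjusted p-values are weak evidence.

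Contractile genes were lower in KO at day 4.5. A difference between runs is argued against, because the smallest difference within a run was −0.707 on the log2 scale. Slower differentiation cannot be told apart from a direct effect. On the axis of genes that change from day 2.5 to day 4.5, KO libraries stood at 0.917 ± 0.115 and WT at 1 ± 0.07 (SD, n = 6 each, two-sided exact permutation p 0.158), but this ignores the runs. With labels permuted within runs only, the p was 0.533. The lower position came from run C (difference −0.071). In runs A and B the KO library stood ahead of both WT libraries (by 0.0105 and 0.023 on average) while its contractile score was lower by −0.707 and −0.966, which speaks against slower differentiation there, but each of these runs holds only 1 KO library. For HAse1.5 the position was lower by −0.313 than in untreated libraries, with 2 of 3 libraries below all untreated ones (two-sided exact permutation p 0.2, smallest possible 0.1). Replicates 1, 2 and 3 stood at 0.396, 0.951 and 0.714, against 1.125, 0.963 and 0.911 in the untreated libraries of their lines, so replicate 2 was nearly level. On the axis of genes that change from day 4.5 to day 7.5, all 3 lay below all untreated libraries of day 4.5 (difference −0.215, two-sided exact permutation p 0.1). This leaves slower differentiation under HAse1.5 open.

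Lower expression of sterol synthesis genes at day 4.5 was noticed in the tables of both arms. The tests used 11 tested members of a list whose values had not been looked at when it was drawn up. Their median log2 fold change was −0.84 in KO (11 of 11 lower), −1.01 in HAse1.5 (10 of 11) and −0.83 in HAse2.5 (8 of 11), with camera adjusted p 3.55e-07, 8.16e-06 and 8.16e-06. A difference between runs is argued against, because the smallest difference within a run was −0.569. GC content and expression level are argued against, because 1 of 10000 random lists matched on them was as low in KO (lowest −0.864) and 0 in either enzyme group. Slower differentiation is argued against in each group, because the highest library at day 4.5 lay below the lowest control library of day 2.5, by 0.181 in KO, 0.448 in HAse1.5 and 0.4 in HAse2.5, and below all controls of day 4.5. At days 2.5 and 7.5 the list score was lower in KO (−0.434 and −0.548, two-sided exact permutation p 0.00216 and 0.1, with libraries taken as independent). It was less clearly lower in HAse1.5 on these days (−0.418 and −0.253, same test, p 0.2 and 0.5). In HAse2.5 at day 7.5 the score was not lower (0.116, same test, p 0.6), which goes against a lasting effect in that group. A lower expression of this pathway at day 4.5 when hyaluronan is reduced may be proposed as a hypothesis, found and tested on the same data. A media or density difference between wells was not tested. Members of a list of YAP target genes not looked at beforehand were lower at day 2.5 in KO (median −0.371, camera adjusted p 0.00342) and in HAse1.5 (−0.783, camera adjusted p 0.0018), with no call at day 4.5 or 7.5. At day 1.5 they were higher in KO (0.229, camera adjusted p 0.0477, and 0.0387 with run as a block), the opposite direction, though not under fry (0.114). A difference between runs is argued against for KO at day 2.5, because the smallest difference within a run was −0.242. No other technical explanation was tested for that list.

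Proliferation genes were lower in KO at day 7.5. GC content and expression level are argued against, because the lowest of 10000 matched random lists had a median of −0.374 against −1.53. A difference between runs that is shared by the days is argued against as the whole source, because with run as a block the list stayed past the threshold (camera adjusted p 2.56e-31), while the block removed the contractile and epicardial lists of that day. A difference between runs on that day alone stays open, because only run B holds both genotypes, with 1 KO and 2 WT libraries (difference −1.67). A difference in growth between clones stays open.

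Endoderm genes were higher in KO and lower under HAse1.5 at day 7.5. A single effect of hyaluronan loss on them in both arms is argued against by the test of the difference (camera adjusted p 6.18e-12). A share of endoderm-like cells that varies between cardioid pools is a candidate explanation. Within groups the genes of the list correlated with a mean of 0.2, above all of 1000 random lists (95th percentile 0.0554). Genes regulated together would also correlate, and no other marker list was compared, so this does not single out a cell share. Untreated cultures express part of the list: AFP had 37.3 ± 40.5 CPM and APOB 93.4 ± 106 CPM in untreated libraries at day 7.5 (SD, n = 3 each). Of its 16 genes 12 passed the filter in the genotype arm and 9 in the enzyme arm, which does not by itself show expression in untreated libraries. None of its genes is in another fixed list. Whether such a share differed by treatment or by chance between pools was not tested.

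HAS2 was higher under HAse1.5 at day 4.5, though not past the threshold (edgeR adjusted p 0.0639). Its log2 fold change was 0.9684 with RLE size factors, but these moved hardly any result, so size factors stay open. Slower differentiation may contribute, since HAS2 fell by 1.335 on the log2 scale between days 2.5 and 4.5 in untreated libraries. Whether HAse1.5 libraries stood earlier was itself undecided. Replicate 2 stood nearly level with the untreated library of its line on the day 2.5 to 4.5 axis (0.951 against 0.963). Its HAS2 was 861.7 against 397.9 CPM, so a delay does not account for that library. Replicates 1 and 3 stood earlier, so a delay stays open for them. HAse2.5 libraries stood at 1.027 ± 0.06 against 1 ± 0.111 (SD, n = 3 each) and also had more HAS2 (514.1 to 822.3 against 331 to 459.3 CPM). In KO libraries, an edit that lowers the HAS2 transcript by more than 2-fold is argued against, because the 95% interval at day 4.5 began at −0.556. An edit of the coding sequence that leaves the transcript in place, and a wrong label, were not tested.

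The genes called under HAse1.5 and under HAse2.5 overlapped, with 24 shared at day 4.5 and 65 at day 7.5, and log2 fold changes correlated across genes with r 0.590 and 0.724. Both effects were computed from the same untreated libraries, which by itself makes them correlate. With the effects taken from different lines, so that no untreated library entered both, the correlation was 0.300 ± 0.0856 at day 7.5 (SD over 6 pairs of lines, lowest 0.243), which argues against shared untreated libraries as the whole source at that day. At day 4.5 it was 0.205 ± 0.104 (SD over 6 pairs of lines, lowest 0.052, highest 0.326). All 6 values were above 0, though no untreated library entered both effects. The pairs reuse the same 3 lines, so the SD is not an error of the mean and gives no test. How much of the day 4.5 overlap came from the shared libraries stays open.

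NR2F2 and NR2F2-AS1, chosen after their values were seen, moved in opposite directions between the arms at day 4.5. The log2 fold change of NR2F2 was 2.46 in KO and −3.02 in HAse1.5 (edgeR quasi-likelihood, difference adjusted p 2.34e-05), and that of NR2F2-AS1 was 3.94 and −5.30 (adjusted p 0.0248). They lie on opposite strands of the same region, so their counts are not independent if strand was not used. No explanation was tested.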
